A study of Rattus norvegicus with 18 samples. Its data were reported in "Altered mRNA expression of genes related to nerve cell activity in the fracture callus of older rats: A randomized, controlled, microarray study" (2004).

How the data were processed

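RNA came from the middle of the femur of female Sprague-Dawley rats, taken without fracture or at 3 days, 1 week, 2 weeks, 4 weeks, or 6 weeks after femoral fracture in young, adult, and older rats (6, 26, and 52 weeks old). Each segment included marrow and cortical bone as well as any callus. The RNA of 2 rats was pooled for each array, and 18 arrays gave 1 array per age and time. They are the first of several series of arrays of the study. The other series, with independent samples of the same ages and times, were not used here. The authors hybridized Affymetrix rat oligonucleotide arrays, and the deposited values are intensities (Microarray Suite 5.0 signals) that the authors scaled on each array to an average of 500. On every array the mean after trimming 2% at each end lay between 500.6 and 500.9, and the signals ran from 0 to 49236.2 with 0 missing values. Present and absent calls were not used here.

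The table had 8799 probe sets, of which 59 were controls. Gene symbols came from the platform's annotation and were updated through gene identifiers for 6994 probe sets. They gave 1 symbol to 7018 probe sets, several to 308, and none to 1473. Signals below 100 were set to 100 before log2. Probe sets other than controls with a signal of 200 or more on at least 3 arrays were tested, 4669 in all, and 3877 of these had 1 symbol and stood for 2886 genes. Between 37.2% and 43.3% of the signals of an array lay below the floor of 100.

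Time points were compared with no fracture by limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, two-sided) on all 18 arrays with time and age as terms, so that each side had 3 arrays of different ages. The p-values of these comparisons measure the spread between arrays of different ages, not between rats of 1 age. Ages were compared over the 15 arrays after fracture with time as a term, 5 arrays per age. Older rats were also compared with young rats within 1 and 2 weeks and within 4 and 6 weeks. The SE and p-values within these periods rest on a spread pooled over both periods and all ages, with 4 residual degrees of freedom. A last comparison asked whether the difference between older and young rats after fracture departed from that without fracture. Adjusted p is by Benjamini and Hochberg over the probe sets tested, with a threshold of 0.05. Lists of genes were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. There were 23 lists of tissues, cells, and processes and 5 lists of nerve-related genes taken from the study, 28 in all, with 1 probe set per gene by highest mean signal.

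Genes are named by a rule. For each time point against no fracture and for older against young after fracture it took the 10 highest and the 10 lowest log2 fold changes among called probe sets with 1 symbol, a mean signal of 500 or more in the higher group, and the same direction at all ages or times. The other age comparisons took 5 and 5. The rule added up to 4 called members of each list with the largest change and the genes of the nerve lists. Lists, the rule, comparisons, and alternatives were fixed before the data were examined. Alternatives were floors of 20 and 200, no filter, a filter at 500, quantile normalization, equal array medians, robust moderation, 1 probe set per gene, leaving out the age or time term, only the 6 arrays of the times or the 2 ages compared, each age left out, all 18 arrays for ages, age as a linear term, the ordinary two-sample test named in the methods of the study, and each array left out in turn.

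The steps were tested on simulated data of 4669 genes with 100 changed at each size. For 1 week against no fracture 50% of genes changed by 1 on the log2 scale and 95% of those changed by 2 were recovered, for older against young after fracture 75% and 99%, for older against young at 4 and 6 weeks 33% and 79%, and for the departure from no fracture 5% and 50%. Of the calls 8.81%, 4.92%, 7.44%, and 6.78% were of unchanged genes, and 0 had the wrong sign. These are rates in the simulated data, and whether they hold for the arrays themselves was not tested. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.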

Results

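mRNA expression was measured in the middle of the rat femur with no fracture and at 3 days, 1 week, 2 weeks, 4 weeks, and 6 weeks after femoral fracture. The rats were young, adult, or older, that is 6, 26, or 52 weeks old at fracture. Each of the 18 arrays held RNA pooled from 2 rats, and each age and time had 1 array. The 3 ages were therefore the replicates of a time point (n = 3 arrays), and the 5 times after fracture were the replicates of an age (n = 5 arrays), so that the error holds any difference in time course between ages. Signals are in arbitrary intensity units, and the median signal of an array lay between 137.2 and 182.6 over 8799 probe sets. Of these, 4669 probe sets were bright enough to be tested. The first principal component held 43.4% of the variance. The 3 arrays of 3 days lay at 32.5 to 39.5 and the 3 arrays without fracture at -42.9 to -27.8. The older 1 week array, at 33.4, and the young 6 weeks array, at -34.7, fell within these ranges. The ratio of 5' to 3' Gapdh signal, a sign of RNA integrity, was 0.257 on the young 6 weeks array and 0.650 to 0.913 on the others. The arrays are few, and their number limits the precision of every comparison. No call of a list held at 0.05 with an estimated correlation, where the lowest adjusted p was 0.149. Fold changes come from mean log2 signals and are given with the log2 fold change ± SE. Mean signals are given ± SD, and their ratio can be smaller or larger than the fold change. The words "at least" mark a fold change whose lower group lay below the floor of 100 on 1 or more arrays. They refer to that floor and set no bound on the ratio of mean signals.

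**Figure D1:**
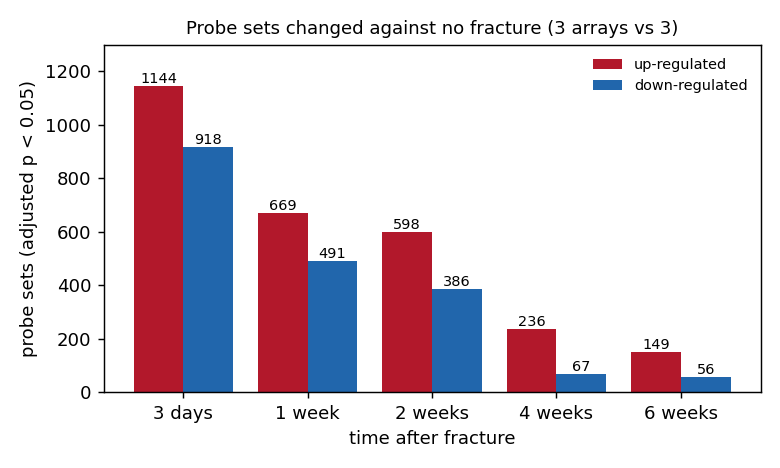
Number of probe sets up-regulated and down-regulated (adjusted p below 0.05) at each time after fracture against no fracture, out of 4669 tested, with 3 arrays against 3. The bars fall from 1144 up and 918 down at 3 days to 149 up and 56 down at 6 weeks.

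At 3 days the question was which genes responded first to fracture. Genes of the fibrous matrix were up-regulated, and genes of blood cells and muscle were down-regulated. Lox, which cross-links collagen, rose at least 20.4-fold by mean log2 signal (log2 4.35 ± 0.81). Its mean signals were 839 ± 868 without fracture and 9946 ± 1500.3 at 3 days (n = 3 arrays each), a smaller ratio. Serpinh1, a collagen chaperone, rose 14.0-fold (log2 3.81 ± 0.63), and Ccl2, which attracts monocytes, rose at least 11.0-fold (log2 3.46 ± 0.31). The prostaglandin-forming enzyme Ptgs2 rose at least 11.1-fold (log2 3.47 ± 0.57). In the other direction the interferon-induced gene Rsad2 fell at least 60.4-fold (log2 -5.92 ± 0.71), from 9491 ± 3899.6 to 153 ± 75.8, and Slc4a1, the anion exchanger of red cells, fell 33.4-fold (log2 -5.06 ± 0.71).

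Among the lists, 18 of 20 tested fibrous matrix genes rose at 3 days and 0 fell, against 19 rising when adjusted over the list alone, with a median log2 fold change of 2.40 (camera adjusted p = 3.13e-08, adjusted p = 0.339 with an estimated correlation). The 11 tested erythroid genes all fell, also when adjusted over the list alone, with a median of -2.54 (camera adjusted p = 2.06e-07, adjusted p = 0.339 with an estimated correlation). Alas2, the first enzyme of heme synthesis in red cells, fell 20.2-fold (log2 -4.33 ± 0.57). All 7 neutrophil genes fell, also when adjusted over the list alone (camera adjusted p = 8.02e-05, adjusted p = 0.339 with an estimated correlation), among them S100a9 by 15.7-fold (log2 -3.97 ± 0.71). Of 33 skeletal muscle genes, 26 fell and 2 rose, also when adjusted over the list alone (camera adjusted p = 3.48e-08, adjusted p = 0.339 with an estimated correlation). The calcium buffer Pvalb fell 19.1-fold (log2 -4.25 ± 0.53), and the fast myosin Myh2 fell 10.1-fold (log2 -3.34 ± 0.33). Of 41 oxidative phosphorylation genes, 27 fell and 0 rose, against 33 falling when adjusted over the list alone (camera adjusted p = 3.48e-08, adjusted p = 0.339 with an estimated correlation). Ndufb9, a subunit of complex I, fell 2.55-fold (log2 -1.35 ± 0.32). The matrix protease and inhibitor list had 13 of 20 genes up and 1 down, against 14 and 1 when adjusted over the list alone (camera adjusted p = 8.23e-04, adjusted p = 0.339 with an estimated correlation), with Timp1 up 7.22-fold (log2 2.85 ± 0.26). For osteoblast and bone matrix genes, 7 of 13 rose and 2 fell, against 9 and 2 when adjusted over the list alone (camera adjusted p = 0.0140, adjusted p = 0.375 with an estimated correlation). Ibsp, bone sialoprotein, rose 10.8-fold (log2 3.44 ± 0.38). Of 39 ribosomal protein genes, 19 rose, against 22 when adjusted over the list alone (camera adjusted p = 0.00321, adjusted p = 0.340 with an estimated correlation). The 1 member that fell, Rpl3l, is known as a muscle form of Rpl3 and fell 5.16-fold (log2 -2.37 ± 0.40).

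Other lists moved in part at 3 days. Of 16 immediate early and stress genes, 8 rose and 0 fell, also when adjusted over the list alone, with a median of 0.88, and the transcription factor Egr1 rose 5.14-fold (log2 2.36 ± 0.24). Of 25 growth factor and receptor genes 12 rose and 1 fell, against 13 and 1 when adjusted over the list alone, with a median of 0.70. Ptn, pleiotrophin, rose at least 8.02-fold by mean log2 signal (log2 3.00 ± 0.46), a larger change than the ratio of its mean signals. The inflammation list had 9 of 22 genes up and 4 down, also when adjusted over the list alone (camera adjusted p = 0.212, adjusted p = 0.499 with an estimated correlation), with Il6 up at least 5.69-fold (log2 2.51 ± 0.40). Macrophage genes split into 4 up and 1 down of 10, also when adjusted over the list alone, with a median of 0.58 and with Lgals3 up 4.63-fold (log2 2.21 ± 0.29). Of 6 cartilage genes 3 rose and 0 fell, also when adjusted over the list alone, with a median of 1.98, and the cartilage proteoglycan Acan rose at least 11.1-fold (log2 3.47 ± 0.61). For glycolysis 5 of 15 genes rose and 6 fell, also when adjusted over the list alone (camera adjusted p = 0.254, adjusted p = 0.380 with an estimated correlation). Pgam2, the muscle form of phosphoglycerate mutase, fell 6.04-fold (log2 -2.59 ± 0.34). Of 12 adipocyte genes 5 fell and 1 rose, also when adjusted over the list alone, with a median of -0.44, and Lipe, hormone-sensitive lipase, fell 3.18-fold (log2 -1.67 ± 0.23). Of 9 Schwann cell and myelin genes 3 rose and 4 fell, also when adjusted over the list alone (camera adjusted p = 0.778, adjusted p = 0.810 with an estimated correlation), with Ncam1 up at least 3.27-fold (log2 1.71 ± 0.28) and Mag down 2.51-fold (log2 -1.33 ± 0.27). Of 14 endothelial and vascular genes, 4 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 0.632, adjusted p = 0.728 with an estimated correlation). Of 10 neuron and axon genes 1 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 0.632, adjusted p = 0.794 with an estimated correlation). In all, 1144 probe sets rose and 918 fell at 3 days (limma, Benjamini-Hochberg adjusted p below 0.05). With each array left out in turn the calls went down to 16 of 27 for oxidative phosphorylation, 12 of 19 for ribosomal proteins, and 4 of 9 up and 1 of 4 down for inflammation, and to 3 of 5 up for glycolysis, 2 of 4 up for the endothelial and vascular list, 2 of 4 down for the Schwann cell and myelin list, and 0 of 2 down for the osteoblast list.

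At 1 week the cartilage collagen Col2a1 rose at least 44.0-fold by mean log2 signal (log2 5.46 ± 1.09). Its mean signals were 242 ± 325 without fracture and 8320.4 ± 2621 at 1 week (n = 3 arrays each), a smaller ratio. Acan rose at least 11.3-fold (log2 3.50 ± 0.61). Of 6 tested cartilage genes, 5 rose and 0 fell, also when adjusted over the list alone (camera adjusted p = 2.29e-04, adjusted p = 0.206 with an estimated correlation). The kallikrein Klk1 rose at least 33.7-fold (log2 5.07 ± 0.76), and Ctsk, a collagen-degrading protease of osteoclasts, rose 12.4-fold (log2 3.63 ± 0.47).

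Fibrous matrix genes were up for 19 of 20 members at 1 week, and for 20 when adjusted over the list alone (camera adjusted p = 2.31e-12, adjusted p = 0.199 with an estimated correlation), with Postn, periostin, at 7.99-fold (log2 3.00 ± 0.50). Osteoblast and bone matrix genes rose in 8 of 13 cases and fell in 0, also when adjusted over the list alone (camera adjusted p = 2.35e-04, adjusted p = 0.213 with an estimated correlation), and Spp1, osteopontin, rose 6.92-fold (log2 2.79 ± 0.36). Of the matrix proteases and inhibitors 12 of 20 rose and 0 fell, also when adjusted over the list alone (camera adjusted p = 2.43e-06, adjusted p = 0.151 with an estimated correlation), with Mmp14 at 7.28-fold (log2 2.86 ± 0.51). Growth factor and receptor genes rose in 12 of 25 cases and fell in 1, against 13 and 1 when adjusted over the list alone (camera adjusted p = 7.98e-05, adjusted p = 0.151 with an estimated correlation). Pdgfra, a receptor of platelet-derived growth factor, rose (log2 2.32 ± 0.28). Genes of cell division went down, with 19 of 29 proliferation genes lower and 2 higher, against 20 and 2 when adjusted over the list alone (camera adjusted p = 2.28e-07, adjusted p = 0.237 with an estimated correlation). Pcna, which holds DNA polymerase on its template, fell 3.72-fold (log2 -1.89 ± 0.37), and the replication helicase subunit Mcm6 fell 3.64-fold (log2 -1.86 ± 0.38). Marrow was part of each segment, and whether a loss of marrow cells lowered the proliferation genes was not tested. The 11 erythroid genes (camera adjusted p = 5.96e-10, adjusted p = 0.151 with an estimated correlation) and the 7 neutrophil genes (camera adjusted p = 1.02e-06, adjusted p = 0.151 with an estimated correlation) all remained below their level without fracture, also when adjusted over their lists alone. S100a8 was 29.5-fold (log2 -4.88 ± 0.86) lower, and Hba-a3, a hemoglobin alpha gene, was 29.3-fold (log2 -4.87 ± 0.70) lower. For skeletal muscle 4 of 33 genes rose and 5 fell, also when adjusted over the list alone, with a median of -0.45. The members that rose include Chrna1, a subunit of the acetylcholine receptor, at 7.92-fold (log2 2.98 ± 0.50), and the embryonic myosin Myh3, at 4.27-fold (log2 2.09 ± 0.42), both known in developing muscle. For oxidative phosphorylation 7 of 41 genes fell and 0 rose, against 5 falling when adjusted over the list alone (camera adjusted p = 2.43e-06, adjusted p = 0.341 with an estimated correlation). Altogether 669 probe sets rose and 491 fell at 1 week. The ordinary two-sample test called 1 after Benjamini-Hochberg adjustment. With each array left out in turn the genes that fell went down to 10 of 19 for proliferation, 0 of 7 for oxidative phosphorylation, and 0 of 5 for muscle.

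At 2 weeks the cartilage list had its highest median log2 fold change of the 5 times. Col2a1 rose at least 69.2-fold by mean log2 signal (log2 6.11 ± 1.09), a larger change than the ratio of its mean signals. Its mean signal at 2 weeks was 12771 ± 1727 (n = 3 arrays). Col10a1, the collagen of hypertrophic cartilage, rose at least 36.4-fold (log2 5.18 ± 0.67), from 71.1 ± 109 to 4714 ± 1396. All 6 tested cartilage genes rose, also when adjusted over the list alone, with a median log2 fold change of 3.25 (camera adjusted p = 3.81e-06, adjusted p = 0.169 with an estimated correlation). Ctsk rose 23.1-fold (log2 4.53 ± 0.47), Acp5, the tartrate-resistant acid phosphatase, 13.5-fold (log2 3.75 ± 0.61), and the collagenase Mmp13 13.9-fold (log2 3.79 ± 0.39). In the osteoclast list of 4 tested genes, 2 rose and 1 fell, against 3 and 1 when adjusted over the list alone, with a median of 2.41. The member that fell, Car2 at 3.44-fold (log2 -1.78 ± 0.43), is also abundant in red cells.

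The fibrous matrix list had 17 of 20 genes up at 2 weeks, and 19 when adjusted over the list alone (camera adjusted p = 1.02e-11, adjusted p = 0.186 with an estimated correlation). Of 13 osteoblast and bone matrix genes 8 rose and 0 fell, also when adjusted over the list alone (camera adjusted p = 1.86e-05, adjusted p = 0.170 with an estimated correlation), with Ibsp at 10.8-fold (log2 3.43 ± 0.38). Matrix proteases and inhibitors rose in 13 of 20 cases and fell in 0, also when adjusted over the list alone (camera adjusted p = 5.36e-07, adjusted p = 0.169 with an estimated correlation). Growth factor and receptor genes had 12 of 25 up and 1 down, against 14 and 1 when adjusted over the list alone (camera adjusted p = 5.13e-05, adjusted p = 0.169 with an estimated correlation), with Sfrp4, a secreted Wnt inhibitor, up at least 3.66-fold (log2 1.87 ± 0.31). The 7 neutrophil genes were at their lowest, with a median of -5.12, and all 7 fell, also when adjusted over the list alone (camera adjusted p = 2.24e-08, adjusted p = 0.169 with an estimated correlation). RatNP-3b, a neutrophil defensin, went from 21601 ± 3043 to 1278 ± 1825. All 11 erythroid genes fell, also when adjusted over the list alone (camera adjusted p = 2.24e-08, adjusted p = 0.169 with an estimated correlation). Proliferation genes were lower for 14 of 29 members and higher for 2, against 18 and 2 when adjusted over the list alone (camera adjusted p = 1.58e-06, adjusted p = 0.286 with an estimated correlation). Here too a loss of marrow cells as the cause was not tested. Muscle genes were close to their level without fracture, with 1 of 33 up and 0 down, also when adjusted over the list alone, and a median of -0.19. In all, 598 probe sets rose and 386 fell at 2 weeks. Without the older 2 weeks array 587 probe sets were called in place of 984, and the ordinary two-sample test called 18 after Benjamini-Hochberg adjustment. Of the 14 proliferation genes that fell 5 kept their calls without that array.

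**Figure D2:**
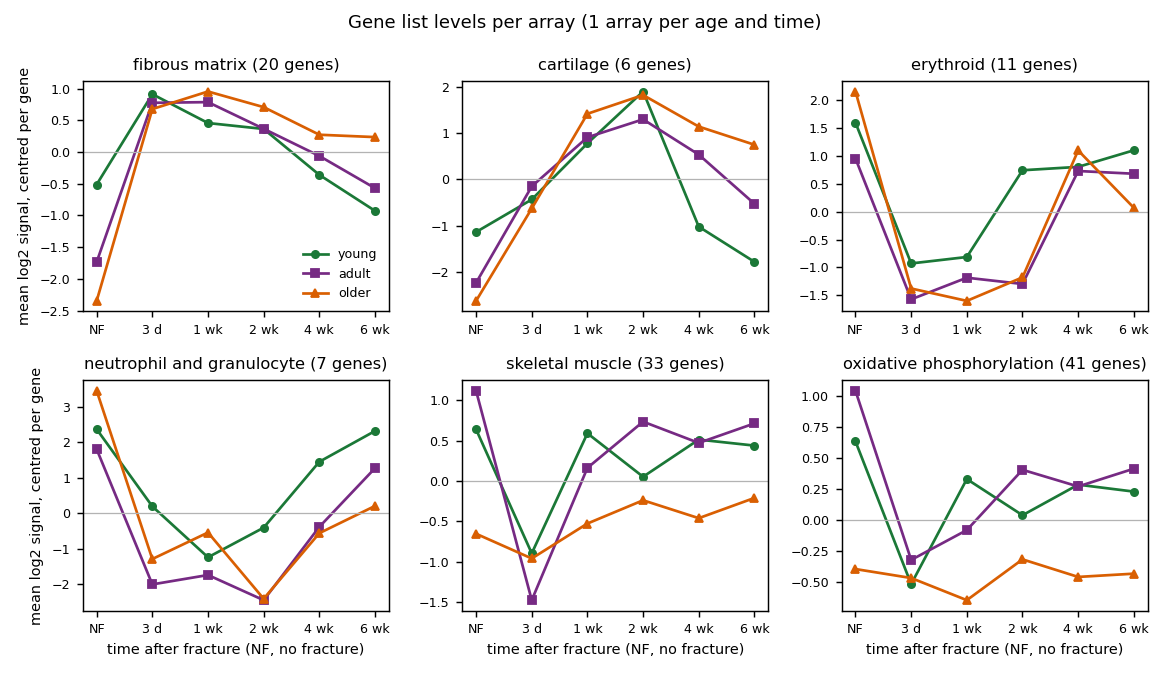
Expression score of 6 gene lists on each of the 18 arrays against time after fracture, as the mean log2 signal of the list's genes after each gene was centred over all arrays. Points are single arrays and lines join the arrays of 1 age. The cartilage score of the older rats stays high at 4 and 6 weeks, and the neutrophil scores of all ages lie below those without fracture at 2 weeks.

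At 4 weeks genes of bone turnover and of antigen presentation were up-regulated, and neutrophil genes were still low. Ctsk rose 19.0-fold (log2 4.25 ± 0.47), to 13030.1 ± 566 (n = 3 arrays), Mmp13 rose 12.2-fold (log2 3.61 ± 0.39), and the metallothionein gene Mt3 rose at least 12.7-fold (log2 3.67 ± 0.64). Cd74, the invariant chain of MHC class II, rose 2.86-fold (log2 1.52 ± 0.27). Of 8 MHC class II genes, 4 rose and 0 fell, against 6 rising when adjusted over the list alone (camera adjusted p = 9.41e-05, adjusted p = 0.198 with an estimated correlation). The probe set that the study named RoBo-1, annotated here as Lypd8l1, fell 9.12-fold (log2 -3.19 ± 0.54), from 9069 ± 5525 to 1131 ± 978.

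The fibrous matrix list had 11 of 20 genes up at 4 weeks, and 17 when adjusted over the list alone (camera adjusted p = 3.49e-11, adjusted p = 0.252 with an estimated correlation). Of 13 osteoblast and bone matrix genes 7 rose, and 10 when adjusted over the list alone (camera adjusted p = 3.58e-06, adjusted p = 0.216 with an estimated correlation), with Spp1 at 7.24-fold (log2 2.86 ± 0.36) and Sparc, osteonectin, at 3.39-fold (log2 1.76 ± 0.32). Cartilage genes rose in 3 of 6 cases, and in 6 when adjusted over the list alone (camera adjusted p = 7.74e-05, adjusted p = 0.239 with an estimated correlation). The osteoclast list had 2 of 4 genes up, and 3 when adjusted over the list alone (camera adjusted p = 0.00568, adjusted p = 0.258 with an estimated correlation), with Acp5 at 10.7-fold (log2 3.42 ± 0.61). Matrix proteases and inhibitors had 9 of 20 up, and 12 when adjusted over the list alone (camera adjusted p = 3.90e-07, adjusted p = 0.198 with an estimated correlation), with Timp1 at 3.15-fold (log2 1.66 ± 0.26). Of 7 neutrophil genes, 4 fell, and 7 when adjusted over the list alone (camera adjusted p = 1.16e-07, adjusted p = 0.198 with an estimated correlation). No erythroid gene of 11 passed, over all probe sets or adjusted over the list alone, with a median of -0.62. Oxidative phosphorylation genes had a median of -0.39, with 1 of 41 called over all probe sets and 0 when adjusted over the list alone (camera adjusted p = 1.16e-07, adjusted p = 0.319 with an estimated correlation). Without the older 4 weeks array the calls were 1 of 11 for the fibrous matrix list, 3 of 7 for osteoblast and bone matrix, 0 of 3 for cartilage, 3 of 9 for matrix proteases and inhibitors, and 0 of 4 for neutrophil genes, and the cartilage calls were also 0 without the older no fracture array. In all, 236 probe sets rose and 67 fell at 4 weeks, and the split was 181 and 98 with equal array medians, a scaling that moved the median of all tested probe sets by -0.11 on the log2 scale. The count of 303 was 89 without the older 4 weeks array, 136 without the adult 4 weeks array, 186 without the adult no fracture array, and 186 without the older no fracture array. It was 0 with only the 6 arrays of the times compared, 0 without the adult arrays, 49 without the older arrays, and 0 by the ordinary two-sample test after Benjamini-Hochberg adjustment.

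By 6 weeks fewer genes differed from no fracture, and the up-regulated ones included genes of bone and antigen presentation. Ctsk was 17.1-fold (log2 4.10 ± 0.47) higher, Mmp13 11.0-fold (log2 3.46 ± 0.39) higher, and Spp1 6.46-fold (log2 2.69 ± 0.36) higher, at 8033 ± 2132 (n = 3 arrays). Cd74 was 3.67-fold (log2 1.88 ± 0.27) higher and RT1-Da, a chain of rat MHC class II, 2.57-fold (log2 1.36 ± 0.18) higher. Of 8 MHC class II genes 4 were up, and 5 when adjusted over the list alone (camera adjusted p = 7.39e-05, adjusted p = 0.205 with an estimated correlation). Osteoblast and bone matrix genes were up for 7 of 13 members, and for 10 when adjusted over the list alone (camera adjusted p = 1.17e-07, adjusted p = 0.264 with an estimated correlation).

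The fibrous matrix list had 5 of 20 genes up at 6 weeks, and 13 when adjusted over the list alone (camera adjusted p = 1.17e-07, adjusted p = 0.383 with an estimated correlation). Matrix proteases and inhibitors had 5 of 20 up, and 9 when adjusted over the list alone (camera adjusted p = 4.52e-06, adjusted p = 0.305 with an estimated correlation), with Timp1 at 3.26-fold (log2 1.71 ± 0.26). No cartilage gene of 6 passed over all probe sets, and 3 rose when adjusted over the list alone, with a median of 1.45. Among 11 erythroid genes 1 was lower, and 2 when adjusted over the list alone (camera adjusted p = 7.39e-05, adjusted p = 0.383 with an estimated correlation). No gene of muscle, of the endothelial and vascular list, or of ribosomal proteins passed, over all probe sets or adjusted over the list alone. Tpsab1, a mast cell tryptase, was 4.65-fold (log2 2.22 ± 0.33) higher. Without the older 6 weeks array the calls were 0 of 5 for the fibrous matrix list, 2 of 7 for osteoblast and bone matrix, 2 of 5 for matrix proteases and inhibitors, and 2 of 4 for MHC class II. In all, 149 probe sets rose and 56 fell at 6 weeks, and the split was 131 and 84 with equal array medians. The count of 205 was 24 without the older 6 weeks array, 85 without the adult 6 weeks array, and 127 without the adult no fracture array. It was 0 with only the 6 arrays of the times compared, 0 without the adult arrays, 5 without the older arrays, 322 without the young arrays, and 0 by the ordinary two-sample test after Benjamini-Hochberg adjustment.

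Recovery was asked by setting 6 weeks against 3 days. Genes of muscle, blood, and lymphocytes rose again and genes of the fibrous matrix fell. Hba-a3 rose 22.5-fold (log2 4.49 ± 0.70), from 282 ± 157 to 6773 ± 3990.4 (n = 3 arrays each), and Pvalb rose 18.5-fold (log2 4.21 ± 0.53). The B cell gene Cd72 rose at least 13.7-fold (log2 3.78 ± 0.37). Ptgs2 fell at least 11.1-fold (log2 -3.47 ± 0.57) and Vcan, the proteoglycan versican, fell 7.02-fold (log2 -2.81 ± 0.39).

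Of 33 skeletal muscle genes 25 rose between 3 days and 6 weeks and 1 fell, against 26 and 3 when adjusted over the list alone (camera adjusted p = 1.39e-08, adjusted p = 0.340 with an estimated correlation). Erythroid genes rose in 8 of 11 cases, and in 10 when adjusted over the list alone (camera adjusted p = 1.01e-04, adjusted p = 0.340 with an estimated correlation), and neutrophil genes in 6 of 7, and in 7 when adjusted over the list alone (camera adjusted p = 0.00343, adjusted p = 0.340 with an estimated correlation). Of 4 B cell genes 3 rose, also when adjusted over the list alone (camera adjusted p = 0.00597, adjusted p = 0.340 with an estimated correlation), among them Cd79b by at least 5.01-fold (log2 2.33 ± 0.29). Of 6 T and NK cell genes 5 rose, also when adjusted over the list alone, with a median of 0.86 and with Il2rb up at least 3.06-fold (log2 1.61 ± 0.29). Adipocyte genes rose in 5 of 12 cases, also when adjusted over the list alone (camera adjusted p = 0.0104, adjusted p = 0.340 with an estimated correlation), and the osteoclast list had 3 of 4 genes up, also when adjusted over the list alone (camera adjusted p = 0.0104, adjusted p = 0.340 with an estimated correlation). The fibrous matrix list had 10 of 20 genes down and 0 up, against 11 down when adjusted over the list alone (camera adjusted p = 2.60e-04, adjusted p = 0.461 with an estimated correlation). Bglap, osteocalcin, rose 3.95-fold (log2 1.98 ± 0.34). With each array left out in turn the calls went down to 6 of 10 for the fibrous matrix list, 5 of 8 for erythroid, 3 of 6 for neutrophil, and 2 of 5 for T and NK cell genes. In all, 818 probe sets rose and 874 fell. The count of 1692 was 967 without the adult 3 days array and 1066 without the young 6 weeks array.

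The nerve-related genes were then followed through the lists that the study drew from samples including these. Their direction is therefore not independent evidence, whether adjusted over all probe sets or over a list alone. Of 22 tested genes of the list for up-regulation at all ages, 13 rose at 3 days, also when adjusted over the list alone (camera adjusted p = 8.02e-05, adjusted p = 0.339 with an estimated correlation), and at 1 week 14 rose, and 16 when adjusted over the list alone (camera adjusted p = 1.37e-06, adjusted p = 0.151 with an estimated correlation). Galanin (Gal), a neuropeptide, rose at least 5.24-fold (log2 2.39 ± 0.56) at 1 week and at least 7.72-fold (log2 2.95 ± 0.56) at 2 weeks, when it reached 773 ± 44.3 (n = 3 arrays). Pleiotrophin was highest at 3 days, at 1434 ± 153 against 233 ± 218 without fracture. Cpe, a peptide-processing enzyme, rose 4.25-fold (log2 2.09 ± 0.31) at 2 weeks. At 6 weeks against 3 days 13 genes of this list fell and 1 rose, against 15 and 1 when adjusted over the list alone (camera adjusted p = 0.00123, adjusted p = 0.340 with an estimated correlation).

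Of 11 tested genes of the list for down-regulation at all ages, 8 fell at 3 days, and 9 when adjusted over the list alone (camera adjusted p = 1.83e-04, adjusted p = 0.339 with an estimated correlation). Contactin 2 (Cntn2), an axonal adhesion protein, had a weak signal, of 69.7 to 508.2 over the 18 arrays. It fell at least 4.14-fold (log2 -2.05 ± 0.24) at 3 days and rose at least 4.04-fold (log2 2.01 ± 0.24) from there to 6 weeks. By 6 weeks against 3 days 5 genes of the list had risen, also when adjusted over the list alone (camera adjusted p = 0.00292, adjusted p = 0.340 with an estimated correlation). In the list for prolonged down-regulation in older rats, 5 of 6 tested genes fell at 3 days, also when adjusted over the list alone (camera adjusted p = 0.00765, adjusted p = 0.339 with an estimated correlation), and 3 without the adult or the older array of either no fracture or 3 days. Neurogranin (Nrgn), a calmodulin-binding protein of neurons, fell at least 11.9-fold (log2 -3.57 ± 0.55) at 1 week. At 4 weeks, 3 of the 6 were still lower, also when adjusted over the list alone (camera adjusted p = 0.00145, adjusted p = 0.198 with an estimated correlation), and 1 without the older 4 weeks array. The list for a stronger response in younger rats had 3 tested genes, of which 2 rose at 3 days (median 1.24) and 2 at 2 weeks (median 1.16), also when adjusted over the list alone. Ptprz1, a receptor phosphatase, rose at least 2.88-fold (log2 1.52 ± 0.34) at 2 weeks. In the list for a stronger response in older rats, 5 of 6 tested genes rose at 1 week, also when adjusted over the list alone (camera adjusted p = 2.82e-04, adjusted p = 0.199 with an estimated correlation), and thrombospondin 4 (Thbs4) rose 2.74-fold (log2 1.45 ± 0.35). Without the older 1 week array 3 were called, and Thbs4 had adjusted p = 0.0544.

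**Figure D3:**
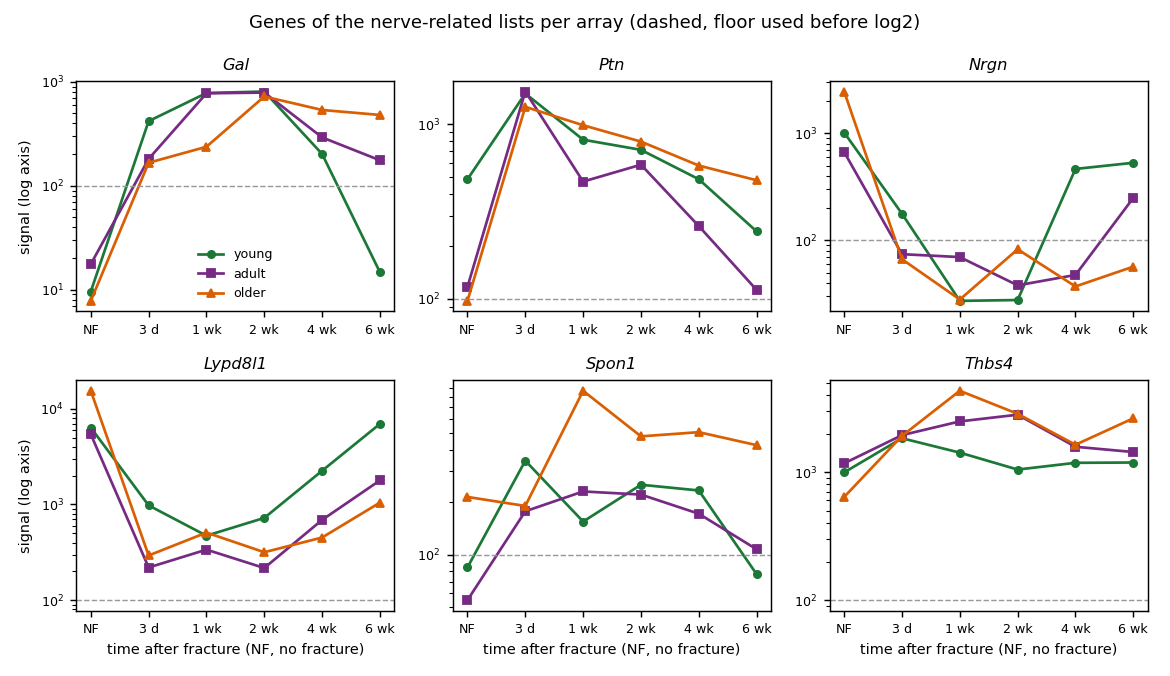
Signal (log axis, arbitrary intensity units) of 6 nerve-related genes on each array against time after fracture, 1 array per age and time. Gal and Ptn rise after fracture at all ages, Nrgn and Lypd8l1 fall, and Thbs4 and Spon1 are drawn for the comparison of older with young rats.

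Age after fracture was compared over the 5 times. In older against young rats few single genes passed, and genes of mitochondria and muscle lay lower together. The older arrays also stood apart in the 5S ribosomal RNA control, at 128.8 to 444.0 against 27.6 to 101.8 on the young ones. The young 6 weeks array, with its Gapdh ratio of 0.257, is among the young arrays here. Myh2 was 2.89-fold (log2 -1.53 ± 0.25) lower in older rats, at 1739 ± 800.3 against 5405 ± 2644 (n = 5 arrays each), and Pmepa1, an inhibitor of TGF-beta signaling, was 1.81-fold (log2 0.86 ± 0.15) higher. Pmepa1 was also higher in adult than in young rats (log2 0.79 ± 0.15), without a call, so its difference was not particular to older rats. Of 41 oxidative phosphorylation genes 0 passed over all probe sets and 30 were lower when adjusted over the list alone, with a median of -0.57 (camera adjusted p = 1.79e-19, adjusted p = 0.295 with an estimated correlation). At 3 days the older minus young score of this list was 0.0495, the other way. Skeletal muscle genes had 1 of 33 lower over all probe sets, and 19 lower and 1 higher when adjusted over the list alone (camera adjusted p = 4.40e-11, adjusted p = 0.295 with an estimated correlation), with a median of -0.67. Fibrous matrix genes had 0 of 20 called over all probe sets, and 13 higher and 1 lower when adjusted over the list alone (camera adjusted p = 3.98e-06, adjusted p = 0.368 with an estimated correlation). For neutrophil genes the counts were 0 of 7, and 6 lower when adjusted over the list alone (camera adjusted p = 5.45e-06, adjusted p = 0.295 with an estimated correlation). Comp, a cartilage matrix protein, was not called, at 3.44-fold (log2 1.78 ± 0.33) higher with adjusted p = 0.0523.

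In all, 4 probe sets were higher and 3 lower in older than in young rats (limma, 971 at an unadjusted p below 0.05), and the split was 2 and 3 with either other scaling. The count of 7 was 457 without the older 3 days array, 185 without the young 3 days array, 63 without the adult 3 days array, and 20 without the young 1 week array. It was 0 without the young 6 weeks, adult 1 week, adult 4 weeks, adult 6 weeks, older 2 weeks, or older 4 weeks array, 1 without the older 6 weeks array, 3 without the young 2 weeks array, and 4 without the young 4 weeks or older 1 week array. In these trials adjusted p reached 0.128 for Myh2 and 0.170 for Pmepa1. Their log2 fold changes ran from -1.78 to -1.37 for Myh2 and 0.745 to 0.995 for Pmepa1.

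Older rats differed from adult rats in genes of oxidative phosphorylation. Cyc1, cytochrome c1 of complex III, was 2.08-fold (log2 -1.05 ± 0.22) lower in older rats, at 2124 ± 339 against 4654 ± 1677 (n = 5 arrays each), and the ATP synthase subunit Atp5po was 2.04-fold (log2 -1.03 ± 0.18) lower. Of 41 genes of this list 16 were lower and 0 higher, against 29 lower when adjusted over the list alone (camera adjusted p = 2.47e-21, adjusted p = 0.413 with an estimated correlation). The gap junction gene Gja1 was 2.59-fold (log2 1.37 ± 0.34) higher, and Ccl2 was 2.24-fold (log2 1.16 ± 0.24) higher. Skeletal muscle genes had 0 of 33 called over all probe sets, and 18 lower when adjusted over the list alone (camera adjusted p = 3.36e-11, adjusted p = 0.612 with an estimated correlation). Glycolysis genes had 2 of 15 lower, and 6 when adjusted over the list alone (camera adjusted p = 0.0112, adjusted p = 0.413 with an estimated correlation). The 5S ribosomal RNA control read 128.8 to 444.0 on the 5 older arrays after fracture, 28.7 to 79.8 on the 5 adult ones, and 27.6 to 101.8 on the 5 young ones. In all, 111 probe sets were higher and 63 lower, and the split was 64 and 59 with quantile normalization and 54 and 83 with equal array medians. The count of 174 was 640 without the older 3 days array, 600 without the adult 3 days array, and 0 when any other adult or older array after fracture, or the young 4 weeks array, was left out. The genes named here lost their calls in each trial with a count of 0, with adjusted p up to 0.127 for Cyc1, Atp5po, and Ccl2 and 0.153 for Gja1. Over all arrays left out the log2 fold change ran from -1.29 to -0.92 for Cyc1 and -1.18 to -0.90 for Atp5po. It ran from 0.98 to 1.38 for Ccl2 and 1.12 to 1.58 for Gja1.

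Adult against young rats gave 0 called probe sets (limma, 618 at an unadjusted p below 0.05). The smallest adjusted p belonged to Defa5, a defensin of granulocytes. It was at least 4.65-fold lower in adult rats by mean log2 signal (log2 -2.22 ± 0.37, adjusted p = 0.0664). Its mean signals were 583 ± 782 in adult and 2079 ± 1924 in young rats (n = 5 arrays each), a smaller ratio. Of 7 neutrophil genes 0 passed over all probe sets, and 5 were lower when adjusted over the list alone (camera adjusted p = 2.02e-06, adjusted p = 0.360 with an estimated correlation). Erythroid genes had 0 of 11 called, and 3 lower when adjusted over the list alone (camera adjusted p = 4.01e-05, adjusted p = 0.509 with an estimated correlation). The count was 23 without the adult 3 days array, 5 without the young 1 week or older 1 week array, 2 without the young 3 days array, and 1 without the young 2 weeks or older 6 weeks array.

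Older and young rats were also compared at 1 and 2 weeks. These older arrays stood apart from the young ones in control probe sets, with 5S ribosomal RNA at 207.3 and 320.4 against 58.5 and 101.8 and the BioB spike (middle probe set) at 541.3 and 725.1 against 900.4 and 950.3. Myl4, a myosin light chain of embryonic muscle, was 8.99-fold (log2 3.17 ± 0.36) higher in older rats, at 1399 ± 975 against 140.4 ± 52.5 (n = 2 arrays each). The matrix protein gene Tnn was 4.39-fold (log2 2.13 ± 0.25) higher, Igf1 2.78-fold (log2 1.47 ± 0.25) higher, and Ptgs2 at least 7.08-fold (log2 2.82 ± 0.37) higher. Bglap was 3.13-fold (log2 -1.65 ± 0.25) lower, at 6141 ± 1929 against 18764 ± 1194. Of the nerve-related genes picked by the study as stronger in older rats, which is not independent evidence, 6 were tested. Of these 6, 3 were higher, and 5 when adjusted over the list alone (camera adjusted p = 2.16e-07, adjusted p = 0.274 with an estimated correlation). Among them were Thbs4 at 2.88-fold (log2 1.53 ± 0.27) and Chrna1 at 3.09-fold (log2 1.63 ± 0.26). Of the 3 tested genes picked as stronger in younger rats 0 passed, over all probe sets or adjusted over the list alone, with a median of 0.02 at 1 and 2 weeks and 0.13 over the 5 times. The study listed further genes of this kind that were not tested here, and it compared more arrays per age. These values are therefore no check of its list. At 1 and 2 weeks Ptprz1 was lower in older rats at both times (log2 -0.38 ± 0.32). Cdk17 (log2 0.26 ± 0.27) and Nr4a3 (log2 0.02 ± 0.35) were not. Oxidative phosphorylation genes had 0 of 41 called, and 17 lower when adjusted over the list alone (camera adjusted p = 1.87e-17, adjusted p = 0.310 with an estimated correlation), and skeletal muscle genes had 1 higher and 1 lower, against 3 and 19 when adjusted over the list alone (camera adjusted p = 3.51e-10, adjusted p = 0.310 with an estimated correlation). Erythroid genes had 1 of 11 lower, and 5 when adjusted over the list alone (camera adjusted p = 6.96e-08, adjusted p = 0.310 with an estimated correlation). In all, 15 probe sets were higher and 7 lower. The count of 22 was 154 without the young 2 weeks array, 0 without the older 1 week or older 2 weeks array, 1 without the young 4 weeks or young 6 weeks array, 2 without the older 4 weeks or older 6 weeks array, and 4 without the adult 4 weeks or adult 6 weeks array. Every gene named here lost its call without the older 1 week or older 2 weeks array, which leaves 1 older array. Over all arrays left out the log2 fold change ran from 2.68 to 3.66 for Myl4 and 2.16 to 3.49 for Ptgs2. It ran from 2.00 to 2.26 for Tnn and 1.24 to 1.71 for Igf1. It ran from 1.43 to 1.82 for Chrna1, 1.29 to 1.76 for Thbs4, and -1.99 to -1.30 for Bglap.

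At 4 and 6 weeks cartilage genes were higher in older than in young rats. Col2a1 was 22.7-fold (log2 4.50 ± 0.40) higher, at 5964 ± 1548 against 368 ± 369.5 (n = 2 arrays each), Col10a1 at least 8.71-fold (log2 3.12 ± 0.41) higher, Comp 8.02-fold (log2 3.00 ± 0.31) higher, and Acan at least 6.43-fold (log2 2.68 ± 0.36) higher. Of 6 cartilage genes 4 were higher and 0 lower, against 5 higher when adjusted over the list alone, with a median of 2.84 (camera adjusted p = 2.40e-06, adjusted p = 0.224 with an estimated correlation). The young 6 weeks array, with its Gapdh ratio of 0.257, is part of this comparison. The older arrays of 4 and 6 weeks stood apart from the young ones in control probe sets as well, with 5S ribosomal RNA at 316.1 and 444.0 against 83.4 and 27.6, the BioB spike at 311.9 and 480.9 against 713.2 and 1003.5, and the 5' to 3' actin ratio at 0.842 and 0.720 against at most 0.593 on the 6 young arrays. Lypd8l1 (RoBo-1 in the study, which picked it as slow to recover in older rats) was 5.76-fold (log2 -2.53 ± 0.32) lower, and Nrgn, picked likewise, at least 4.97-fold (log2 -2.31 ± 0.35) lower. Over all times after fracture Lypd8l1 lay below young rats in adult (log2 -1.61 ± 0.31) and older rats (log2 -1.57 ± 0.31) alike, without a call. Without the young 6 weeks array Col2a1 lost its call. Comp, Acan, and Lypd8l1 lost their calls without the young 6 weeks or the older 6 weeks array. Nrgn lost its call without either of these or the young 4 weeks array. Col10a1 lost its call without the older 4 weeks or the older 6 weeks array. Such a trial leaves 1 array for that age, so a lost call does not tell whether the difference came from the array left out. The log2 fold change over all arrays left out ran from 3.71 to 5.29 for Col2a1 and 2.28 to 3.97 for Col10a1. It ran from 2.83 to 3.17 for Comp and 2.11 to 3.26 for Acan. It ran from -2.69 to -2.36 for Lypd8l1 and -2.69 to -1.94 for Nrgn.

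Fibrous matrix genes had 5 of 20 higher in older rats at 4 and 6 weeks, and 17 when adjusted over the list alone (camera adjusted p = 2.61e-09, adjusted p = 0.224 with an estimated correlation), with Lox at 4.92-fold (log2 2.30 ± 0.29). Matrix proteases and inhibitors had 4 of 20 higher, and 11 when adjusted over the list alone (camera adjusted p = 2.40e-06, adjusted p = 0.149 with an estimated correlation), with Mmp14 at 3.46-fold (log2 1.79 ± 0.21) and Mmp9 at 3.78-fold (log2 1.92 ± 0.37). Muscle genes had 5 of 33 lower, and 18 lower and 1 higher when adjusted over the list alone (camera adjusted p = 5.02e-12, adjusted p = 0.224 with an estimated correlation), with Tnnc2, troponin C of fast muscle, at 2.19-fold (log2 -1.13 ± 0.22). Oxidative phosphorylation genes had 4 of 41 lower, and 26 when adjusted over the list alone (camera adjusted p = 8.30e-16, adjusted p = 0.224 with an estimated correlation), with Ndufa5 at 2.49-fold (log2 -1.32 ± 0.28). Neutrophil genes had 2 of 7 lower, and 7 when adjusted over the list alone (camera adjusted p = 8.95e-07, adjusted p = 0.224 with an estimated correlation). From the list for up-regulation at all ages 3 of 22 were higher in older rats, and 6 when adjusted over the list alone (camera adjusted p = 1.88e-04, adjusted p = 0.224 with an estimated correlation), among them Gal by at least 3.57-fold (log2 1.84 ± 0.40). This list too was drawn on samples including these. In the list for prolonged down-regulation 2 of 6 were lower, against 3 lower and 1 higher when adjusted over the list alone, with a median of -0.62. In all, 92 probe sets were higher and 46 lower, and the split was 56 and 66 with equal array medians, a scaling that moved the median of all tested probe sets by -0.13 on the log2 scale. The count of 138 was 1 (a cartilage gene) without the young 6 weeks array, 1 (a cartilage gene) without the older 6 weeks array, 25 without the older 4 weeks array, 36 without the older 1 week or older 2 weeks array, 47 without the adult 4 weeks or adult 6 weeks array, 52 without the young 4 weeks array, and 338 without the young 1 week or young 2 weeks array. Lox, Mmp14, Mmp9, Tnnc2, Ndufa5, and Gal each lost their call without the young 6 weeks or the older 6 weeks array. Over all arrays left out the log2 fold change ran from 1.79 to 2.81 for Lox and 1.53 to 2.05 for Mmp14. It ran from 1.67 to 2.17 for Mmp9 and 1.48 to 2.19 for Gal. It ran from -1.32 to -0.94 for Tnnc2 and -1.52 to -1.11 for Ndufa5.

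**Figure D4:**
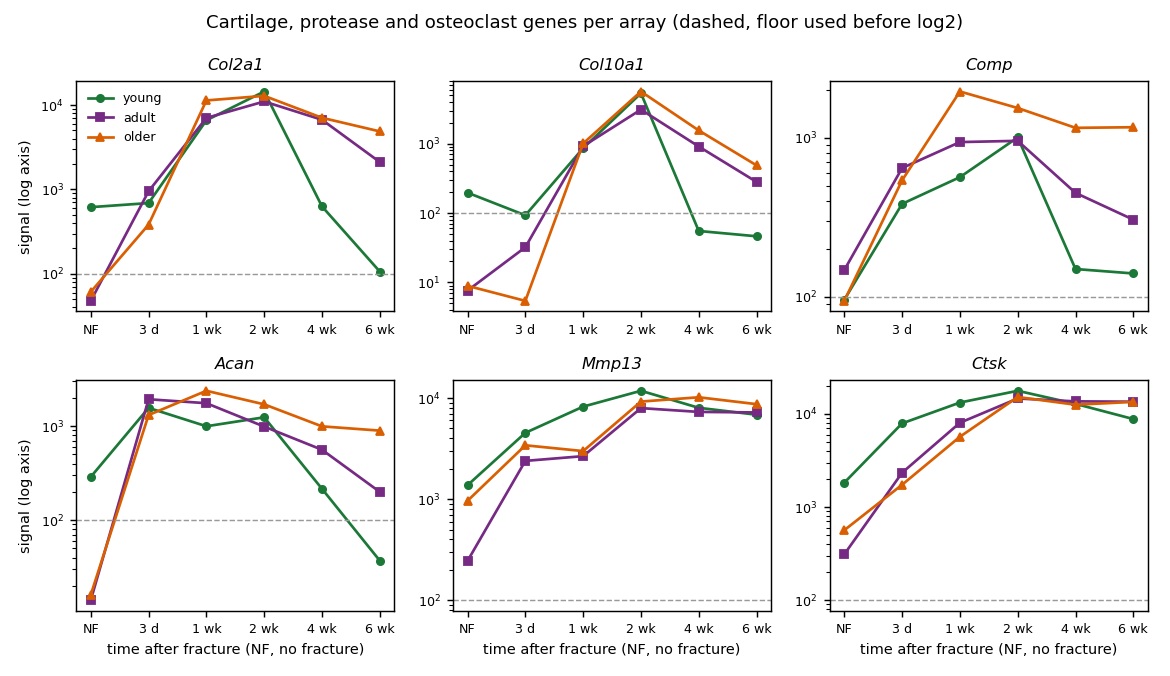
Signal (log axis, arbitrary intensity units) of Col2a1, Col10a1, Comp, Acan, Mmp13, and Ctsk on each array against time after fracture, 1 array per age and time. At 4 and 6 weeks the older arrays lie above the young arrays for Col2a1, Col10a1, Comp, and Acan.

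Whether the difference between older and young rats after fracture departed from that without fracture was tested last. Lox departed by log2 5.24 ± 0.82, Serpinh1 by log2 4.05 ± 0.62, and Col1a1, the main collagen of bone, by log2 2.23 ± 0.38 (older minus young, after fracture less without). Of 20 fibrous matrix genes 11 departed this way and 0 the other way, against 16 when adjusted over the list alone (camera adjusted p = 1.29e-20, adjusted p = 0.171 with an estimated correlation). The mean score of this list without fracture was -0.51 in young, -1.73 in adult, and -2.35 in older rats on the log2 scale, with 1 array each. Hp, haptoglobin, departed by log2 -2.14 ± 0.42. In all, 74 probe sets departed upward and 45 downward. The comparison rests on 1 array without fracture per age, so that it has no replicate of the starting level, and its SE holds only the spread among arrays after fracture. The older no fracture array stood apart, with the lowest median correlation with the other arrays (0.804, and 0.891 with the nearest) and a second principal component of 37.3 against at most 16.8 on the others.

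**Figure D5:**
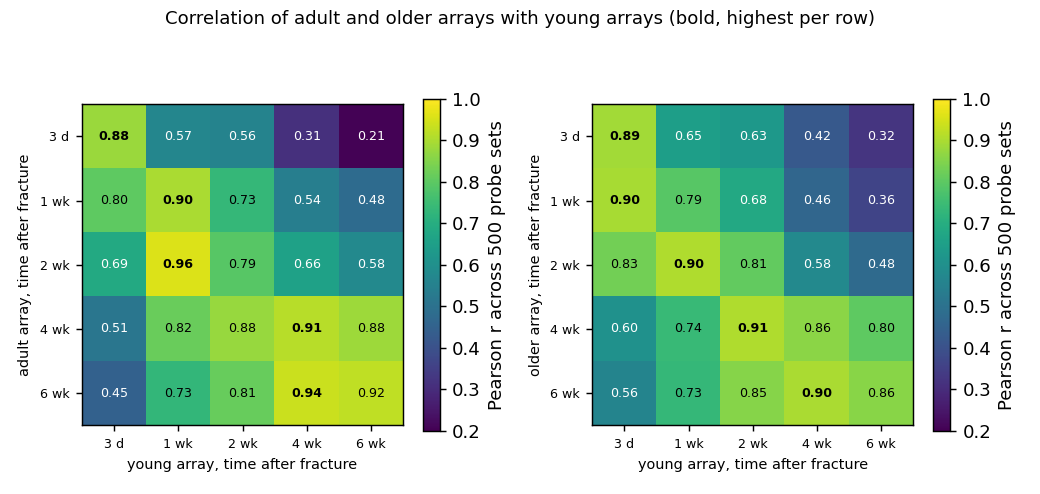
Pearson correlation, across the 500 probe sets that varied most among adult arrays, of each adult and older array after fracture with each young array. Older arrays of 1, 2, 4, and 6 weeks correlate highest with the young array of an earlier time.

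The time courses of the ages were also matched array by array, across 500 probe sets, which are not independent replicates. The older 2 weeks array correlated at r = 0.905 with the young 1 week array and at r = 0.807 with the young 2 weeks array. The older 4 weeks array correlated at r = 0.906 with the young 2 weeks array and at r = 0.862 with the young 4 weeks array. From 1 week on all 4 older arrays correlated highest with a young array of an earlier time, and of the 4 adult arrays 2 did. Arrays of 3 days have no earlier young array after fracture. The largest gap was that of the adult 2 weeks array, at r = 0.958 with the young 1 week array and r = 0.792 with the young 2 weeks array. The adult 6 weeks array correlated at r = 0.935 with the young 4 weeks array and at r = 0.922 with the young 6 weeks array, which had the Gapdh ratio of 0.257. The counts were 4 and 2 again when the genes of all lists were left out.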

Values the study reported

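The paper gave a mean of 5,200 absent and 3,300 present genes per array. For adult rats of the first series at 2 weeks it gave 1,159 genes as up-regulated and 928 as down-regulated by fracture. That comparison set the adult 2 weeks array against the adult no fracture array, both used here, without replicates. Its p-values came from the spread between the probes of a gene. The counts of the paper came from other thresholds and from present and absent calls, and they were not compared with the counts here. For the contactin 2 probe set, which is described here, it scored 54 arrays of 54 as absent.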

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

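The 2 technical tests of the cartilage pattern, both tests of the marrow and muscle pattern, and the splits within times, were chosen only after the result was seen. The young 6 weeks array stood apart from the other young arrays in its ratio of 5' to 3' Gapdh signal, at 0.257 against 0.731 for the nearest, a gap of 0.723 of the range of the 6 arrays, past Dixon's 95% critical value. Its 5' to 3' actin ratio was 0.446, the lowest of the young arrays but close to 0.461 on the young 3 days array. No young array passed that test for the actin ratio. Chance flags about 1 in 20 groups, and 1 of the 21 groups tested passed. The difference between older and young rats after fracture departed from that without fracture for 119 probe sets by a test of the difference itself, which rests on 1 array without fracture per age, so that its spread is that of arrays after fracture alone.

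Cartilage genes were higher in older than in young rats at 4 and 6 weeks. Degraded RNA on the young 6 weeks array was excluded as the whole cause, since the median older minus young difference of the list was 2.58 at 4 weeks alone (lower quartile 1.12) and 2.67 at 6 weeks. Scaling that shifts whole older arrays was excluded, since it moves all probe sets alike. With equal array medians the list's median less that of all tested probe sets was 2.76 (lower quartile 1.22). Setting array medians equal hardly affects such a difference, so it was not a separate test. A slower course of repair in older rats may account for the pattern, since across 500 probe sets the older 4 weeks array correlated with the young 2 weeks array by 0.0443 more than with the young 4 weeks array, and the older 6 weeks array with an earlier young array by 0.0388 more than with its own time, the young 6 weeks array of the low Gapdh ratio. Such a shift was not confined to older rats, since the adult 2 weeks array correlated at 0.958 with the young 1 week array and 0.792 with its own time, a larger gap than in any older array, and the adult 6 weeks array at 0.935 with the young 4 weeks array and 0.922 with the young 6 weeks array, with 1 array each.

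Oxidative phosphorylation genes were lower in older than in young rats over the 5 times after fracture, but not at 3 days, when the older minus young score was 0.0495. A shift of whole arrays by the authors' scaling was excluded, since it moves all probe sets alike. With equal array medians the list's median less that of all tested probe sets was -0.61 (upper quartile -0.42). Setting array medians equal hardly affects such a difference, so it was not a separate test. Less skeletal muscle in the segments of older rats cannot be told apart from a difference in the tissue itself. After the muscle slope of 0.498 was taken out, the older minus young score went from -0.540 to -0.231, which is -1.17 SD of the young and adult residuals, between the bounds of 1 and 2 SD set beforehand. All 5 older arrays after fracture had residuals below 0, but the size of the difference did not reach the bound of 2 SD. A difference of age in the tissue stays open and was not tested.

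Marrow and muscle genes lay below their level without fracture at 3 days. Dilution of marrow and muscle together by new tissue was excluded as the whole cause, since the medians of the muscle and neutrophil lists lay 2.28 apart on the log2 scale (-1.58 and -3.86), with quartile ranges that did not overlap, and 2.13 apart among the genes bright enough to fall as far as the neutrophil median. Less marrow of unchanged makeup cannot be told apart from a change in its cells. The medians of the erythroid and neutrophil lists lay 1.33 apart (-2.54 and -3.86) with quartile ranges that overlapped, and 0.454 apart among the genes bright enough. The study placed an intramedullary rod in the fractured femur, and whether the rod lowered the marrow genes was not tested. No biological explanation was tested.

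Other splits of the arrays were fitted to see whether chance can be excluded. For the time comparisons the 10 splits of 6 arrays are too few for a share under 0.05, and in each 1 split, the real one, gave as many probe sets: 2062 at 3 days (highest other 0), 1160 at 1 week (0), 984 at 2 weeks (1), 303 at 4 weeks (0), 205 at 6 weeks (15), and 1692 for 6 weeks against 3 days (2). Of 100 splits, the real one included, 4 gave as many as the 7 probe sets of older against young rats, with 539 in the highest other, and 3 gave as many as the 174 of older against adult rats, with 281 in the highest other. For older against young rats the highest other count was several times the real one, and its cause was not tested. Most of the 100 splits put both arrays of some time on the same side, which the real one never does. Of the 16 splits that keep 1 array of each time on either side, the real one included, 2 gave as many for older against young rats (155 in the highest other) and 2 for older against adult rats (281), and 16 splits are too few for a share under 0.05. For adult against young rats 0 probe sets were called, which all 100 splits reach whatever they call (62 in the highest other), so the splits say nothing about chance there.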

How the results depend on the processing

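The alternatives that left out the young 6 weeks and older no fracture arrays together, or the 3 arrays of 3 days, were chosen only after the data were seen. No called list or named gene was called in the opposite direction under the alternatives run. With equal array medians the split of called probe sets went from 111 higher and 63 lower to 54 and 83 for older against adult rats, and from 92 and 46 to 56 and 66 for older against young rats at 4 and 6 weeks. Where a count moved by over 1.5 times the cause was not tested, except that fewer arrays or genes were tested where these were left out. With 1 probe set per gene the counts were 1288 at 3 days, 750 at 1 week, 642 at 2 weeks, 1062 for 6 weeks against 3 days, 17 for older against young, 71 at 4 and 6 weeks, and 59 for the departure from no fracture. With only the 6 arrays of the times compared they were 1263, 657, 404, 0, and 0 from 3 days to 6 weeks. With the adult arrays left out they were 892, 495, 249, 0, and 0, and 439 for 6 weeks against 3 days. With the older arrays left out they were 597 at 1 week, 423 at 2 weeks, 49 at 4 weeks, and 5 at 6 weeks, and with the young arrays left out 322 at 6 weeks and 966 for 6 weeks against 3 days. The ordinary two-sample test of the study's methods gave 611, 210, 199, 79, and 39 from 3 days to 6 weeks and 481 for 6 weeks against 3 days at an unadjusted 0.005, a threshold the study set for another test, and 848, 1, 18, 0, 0, and 531 after Benjamini-Hochberg. No filter gave 112 at 4 weeks, 60 at 6 weeks, 0 for older against young, 0 for older against adult, 5 at 1 and 2 weeks, 21 at 4 and 6 weeks, and 281 for the departure. No age term gave 190 at 4 weeks and 104 at 6 weeks. A floor of 200 gave 0 for older against young, 103 for older against adult, 0 at 1 and 2 weeks, 15 at 4 and 6 weeks, and 196 for the departure. No time term gave 0 for older against young, 0 for older against adult, 7 at 1 and 2 weeks, 72 at 4 and 6 weeks, and 1 for the departure.

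For older against young a filter at 500 gave 38, all 18 arrays 2, only the 2 ages 0, and age as a linear term 0. For adult against young only the 2 ages gave 4, and for older against adult all 18 arrays gave 643. Without the 3 arrays of 3 days the counts were 424 for older against young, 25 for adult against young, and 739 for older against adult. Without the young 6 weeks and older no fracture arrays they were 0 for older against young, 1 at 1 and 2 weeks, and 1 at 4 and 6 weeks. With each array left out in turn the counts ran from 1514 to 2118 at 3 days, 787 to 1224 at 1 week, 587 to 1021 at 2 weeks, 89 to 409 at 4 weeks, 24 to 287 at 6 weeks, and 967 to 1924 for 6 weeks against 3 days. For the ages they ran from 0 to 457 for older against young, 0 to 23 for adult against young, 0 to 640 for older against adult, 0 to 154 at 1 and 2 weeks, 1 to 338 at 4 and 6 weeks, and 82 to 159 for the departure. Of the named and called genes 98 of 117 kept their call without any 1 array at 3 days, 78 of 110 at 1 week, 66 of 92 at 2 weeks, 22 of 55 at 4 weeks, 11 of 46 at 6 weeks, and 0 of 37 for older against young at 4 and 6 weeks. The departure could not be estimated without the young no fracture or the older no fracture array, and so not without the 2 doubted arrays. No paired analysis was possible because each array held other rats and none carried a replicate number, but age or time as a term matched arrays of 1 age or time. Signals below the floor of 100, 37.2% to 43.3% of an array, limit what can be seen of weakly expressed genes.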

Other observations

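All genes of this part were chosen after their values were seen, except where the naming rule had also picked them. Cma1, a mast cell chymase, fell 7.01-fold (log2 -2.81 ± 0.49) at 3 days (n = 3 arrays each). Tpsab1, a mast cell tryptase, was 5.39-fold (log2 2.43 ± 0.33) higher at 4 weeks, at 1155 ± 218 against 212 ± 12.1, and 4.65-fold higher at 6 weeks. Mcpt1l1, another protease, was 2.48-fold (log2 1.31 ± 0.23) higher at 4 weeks, and Cpa3, carboxypeptidase A3, at least 4.53-fold (log2 2.18 ± 0.43) higher. Without the older 4 weeks array Cpa3 had adjusted p = 0.0575 at 4 weeks, and without the older 6 weeks array Mcpt1l1 had adjusted p = 0.0860 at 6 weeks. Cma1 at 4 weeks (adjusted p = 0.117) and Ms4a2, a chain of the IgE receptor (adjusted p = 0.985), were not called.

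At 1 week Tnnt2 rose at least 11.0-fold (log2 3.46 ± 0.49) (n = 3 arrays each), Ankrd1 9.79-fold (log2 3.29 ± 0.33), and Myh3 4.27-fold (log2 2.09 ± 0.42), the last to 16002 ± 3547. Actc1 rose at least 11.2-fold (log2 3.49 ± 0.92) and lost its call without the older no fracture or the older 1 week array, with adjusted p up to 0.0753. These 4 genes were picked for their rise, while the muscle list of 33 genes had 4 up and 5 down at 1 week. Irf7, an interferon regulatory factor, fell 3.75-fold (log2 -1.90 ± 0.47) at 3 days and was not called at 1 week (adjusted p = 0.0743).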
